A study of Escherichia coli K-12 with 2 samples. Its data were reported in "Identification of a transcription factor, PunR, that regulates the purine and purine nucleoside transporter punC in E. coli" (2021).

How the data were processed

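The data were 2 ChIP-exo libraries of Escherichia coli K-12 MG1655 in which the chromosomal punR gene (formerly ydhB) encoded a Myc-tagged PunR, a LysR-family transcription factor. In ChIP-exo, formaldehyde-fixed chromatin is pulled down with an antibody against the tag and then trimmed by exonucleases, so that the 5′ ends of the sequenced strands stop next to the bound protein. Both libraries belonged to 1 group, numbered as replicates 1 and 2 from the labels, and 0 control libraries (untagged strain, input or mock) were used here. Per the labels, cultures of 150 mL were grown at 37 °C in M9 medium with 0.2% glucose to an OD600 of about 0.5. The study describes the ChIP-exo cultures in one place as M9 glucose cultures and in another as supplemented with adenosine, so the presence of adenosine is not settled. Nothing in the labels says whether the 2 libraries came from separate cultures, so the spread between them may be technical.

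The deposited files held per-base coverage on each strand as unscaled whole-number signal, made by the authors from reads placed on the build NC_000913.2. The submitters' processing notes name bcl2fastq and Bowtie without versions. The treatment of reads that match several places, of duplicate reads and any filter are not given in the sources used here. Bases without coverage were not listed, and positions were counted from 0 in the files; they are printed here counted from 1. Rises and falls of the coverage were matched best at a lag of 40 bases on both strands of both libraries, which was taken as the read length. Read starts were then recovered by following each rise and its fall 40 bases later, which left 0 negative read counts in both libraries. Summed over the chromosome of 4639675 bases, replicate 1 held 6651058 reads and replicate 2 held 8479652 reads. Coverage above 0 on at least one strand reached 99.0% of the bases in replicate 1 and 99.3% in replicate 2. Reads per distinct 5′-end position were 7.87 and 9.35, so many reads shared their start with others, and confidence intervals of read shares (Wilson, 95%) cover counting error only. The libraries were not scaled to each other, and each value is relative to the background of its own library.

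Occupancy was the coverage of both strands summed over windows of 200 bp at steps of 50 bp, divided by the median of the windows within 25 kb on each side. A window was called when this fold over background was at least 4 in both libraries, and called windows that overlapped or touched were merged into regions along the coordinate map, without joining its ends. Regions were numbered by the fold of their highest window in the lower of the 2 libraries. A mirror count of windows at or below 0.25 of the background in both libraries was made in the same way. The number of shared windows was compared with 10000 random rotations of replicate 2 along the circular chromosome (permutation test, one-sided). Agreement of the libraries was computed as Pearson's r and Spearman's rho of the log2 fold over windows that did not overlap. With 1 group of 2 libraries no test between groups was possible, and values are given as mean ± SD with n = 2.

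The regions to be named were fixed before the data were examined, as were the fold, the window and the alternatives planned for them. They were the punR-punC intergenic region, the 25 called regions with the highest fold in the lower library, and the 5 windows with the largest ratio between the libraries. Regions outside this rule are named as chosen after their values were seen. The analyses of 5′ ends, the search for breaks in the coverage, the criteria for paired borders and the limit of 5000 bp for long regions were chosen after seeing the data. The border of a region was the base with the most 5′ ends of a strand in its highest window or within 100 bp of it. Borders were counted as the same in both libraries when they lay within 2 bp of each other, and as paired when the plus-strand border also lay 10 to 80 bp left of the minus-strand border. A break was a junction between bases crossed, over both libraries, by reads amounting to at most 5% of the mean coverage of its flanks, 40 to 240 bp away, and breaks were ranked by the coverage of the lower flank. For the long regions, plus-strand coverage profiles over 3000 bases were compared at the shift with the highest Pearson's r, and regions with r above 0.6 were put in 1 class.

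A genome sequence or annotation of NC_000913.2 was not used here. The gene table used was that of assembly ASM584v2, a different build, and no position was taken from it. It served for gene names, for which genes neighbour each other and in which order the rRNA genes stand, and for the lengths of purR, punR and punC, of the overlap or spacer between them and of the rRNA operons. The strongest signal was therefore placed at the punR-punC intergenic region through distances measured within the coverage. This assumes that these lengths are the same in both builds. Other regions are given by position without gene names. For the same reason the planned scan for matches to the predicted 23-bp PunR site, the planned occupancy of gene lists at promoters and the planned rank among intergenic regions were not run, and the strand borders were searched around the highest window of the strongest region in place of the predicted site.

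The calling of regions was tested on simulated data, with read starts drawn at random around the local background of both libraries and regions of known fold planted in them. Of 50 planted regions each, 0 were recovered at 2-fold, 4 at 4-fold, 50 at 8-fold and 50 at 16-fold. These planted folds are multiples of the median simulated read rate nearby, which is not the window median used for calling. Of the 105 regions called in the simulation, 0 lay where nothing had been planted. The simulated reads were independent, without the stacked starts of the real libraries, and their local variation was drawn separately for each library. This count is therefore no estimate of the false calls in the real libraries. A planted break was ranked first by the reads at its flanks, and 0 read starts were recovered wrongly. The flanks of the planted break had been raised 4 times, so its rank says little of how weaker breaks would be ranked. Alternatives were a background of the whole genome, windows of 100 and 400 bp, covered bases counted once, 5′ ends in place of coverage, distinct 5′-end positions counted once, other fold limits, other merging and each library alone. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.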

Results

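ChIP-exo of Myc-tagged PunR was measured in 2 libraries of one group, replicates 1 and 2, from M9 glucose cultures of Escherichia coli K-12 MG1655. Replicate 1 held 6651058 reads and replicate 2 held 8479652 reads, a mean coverage of 57.3 and 73.1 reads per base. The plus strand carried 56.8% of the reads in replicate 1 (95% Wilson interval 56.74 to 56.81) and 56.9% in replicate 2 (56.85 to 56.92). Positions below are on NC_000913.2, and folds are relative to the median window within 25 kb.

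The first question was whether PunR occupied the intergenic region between its own gene and the divergent gene punC, which encodes a purine transporter. A single region stood above all others in both libraries. It spanned positions 1736851 to 1739750 at 4-fold or more, and its highest window reached 185.7 ± 3.43-fold over the local background (SD, n = 2). The next region, at positions 3889001 to 3890050, reached 94.8 ± 0.63-fold (SD, n = 2), so that the strongest region was 1.99 times as high in replicate 1 and 1.92 times in replicate 2, a gap far larger than the spread between the libraries. The strongest region held 1.67% of the reads of replicate 1 (95% Wilson interval 1.66 to 1.68) and 1.59% of those of replicate 2 (1.58 to 1.60).

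The position of this region relative to punR was read from the coverage itself. The tag sequence was inserted at the 3′ end of punR, and reads that cross such an insertion cannot be placed on the unmodified genome. Between bases 1736890 and 1736891 the coverage was broken, with 0 crossing reads in replicate 1 and 1 in replicate 2. The plus-strand border of the strongest signal lay 932 bp to the right of this break and the minus-strand border 962 bp to the right, in both libraries. In the gene table of ASM584v2, punR (b1659, formerly ydhB) is 933 bp long and is followed by a spacer of 112 bp before punC (b1660, formerly ydhC), with purR (b1658), the gene of the purine repressor, on its other side. With the break taken as the 3′ end of punR, the border pair began at the start of punR to within a few bases and ended 29 bp into the spacer. On this basis the strongest signal was placed at the punR-punC intergenic region. Its place rests on this joint assumption and on gene lengths from another build. By these lengths the called region of 2900 bp also covered punR and punC, and its highest window of 200 bp reached into punR. Its fold and its share of reads are therefore not values of the 112-bp spacer alone. The name punR-punC region is used below for the whole called region.

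Signal was lower on both sides of the site but stayed above background over more than 1 kb. Windows centred 500 bp away had 21.0 ± 0.21-fold occupancy on the punR side and 13.0 ± 0.17-fold on the punC side (SD, n = 2). At 1000 bp the values were 2.42 ± 0.52-fold and 7.09 ± 0.68-fold, at 2000 bp 6.08 ± 0.73-fold and 3.21 ± 0.10-fold, and at 5000 bp 1.46 ± 0.44-fold and 1.40 ± 0.36-fold. The window on the punR side at 1000 bp covered the break, and beyond the break the signal was higher again. With reads of one start counted once, the strongest region had rank 96 among windows. It reached 9.82-fold in the lower library, against up to 16-fold elsewhere. This rank says little, because the measure was close to its ceiling in the strongest region. In the highest window 377 of 400 possible 5′-end positions were used in replicate 1 and 378 in replicate 2, which gave 10.1-fold where at most 11.1-fold and 10.3-fold were possible. With covered bases counted once the occupancy was 1.01-fold, because nearly every base was covered.

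**Figure D1:**
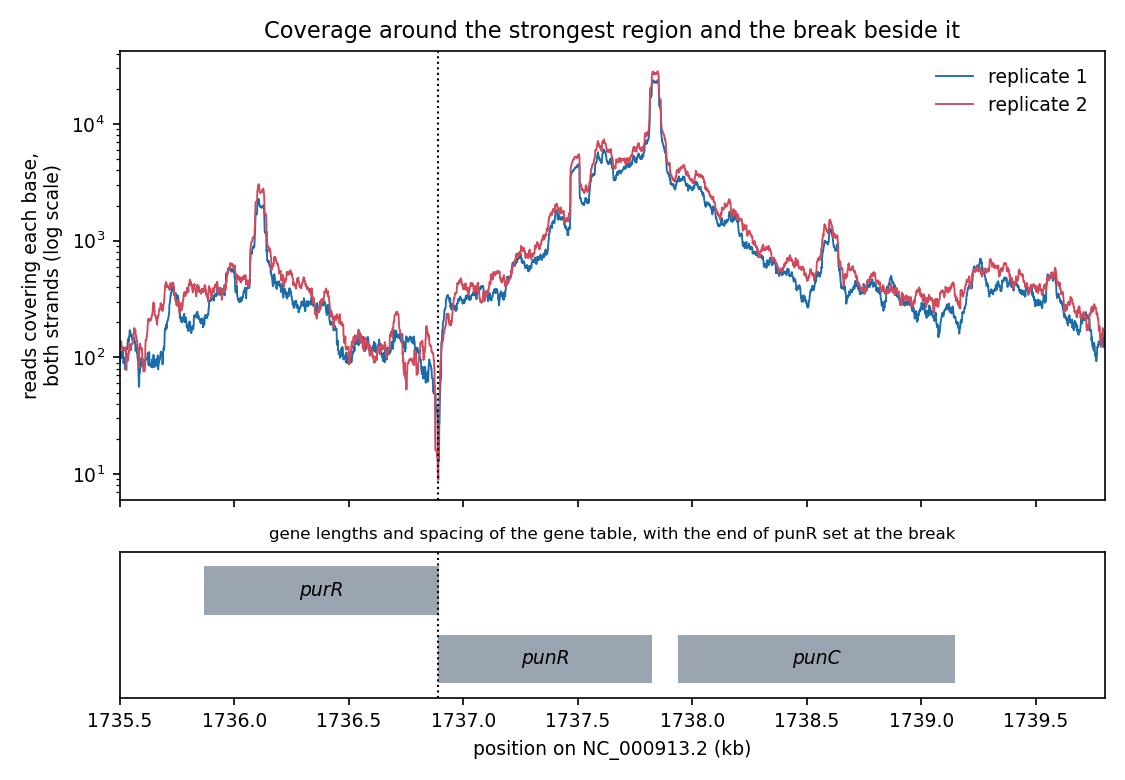
Coverage per base, both strands summed, on a log axis around the strongest region in each replicate (lines), against the position on NC_000913.2, with bars for the gene lengths and spacing of the gene table drawn from the break (dotted line) as the end of punR. The coverage reached 23806 reads in replicate 1 and 28352 in replicate 2, to the right of the break between bases 1736890 and 1736891.

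The second comparison asked where the exonuclease stopped on each strand at this site. Plus-strand 5′ ends piled up at base 1737823 and minus-strand 5′ ends at base 1737853, the same bases in both libraries. The border pair therefore spanned 31 bp. The plus-strand base held 4441 and 5018 reads in replicates 1 and 2, 14.2% and 13.3% of the plus-strand 5′ ends searched, and the minus-strand base held 3936 and 4804 reads, 12.4% and 12.5% of the minus-strand ends. A second plus-strand stack lay within the punR side at base 1737468, 577 bp from the break, with 1954 and 2032 reads. The second minus-strand stack lay inside the border pair at base 1737831, with 1015 and 1175 reads.

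In the coverage the order of the strands was the opposite. The highest plus-strand coverage lay at base 1737849 and the highest minus-strand coverage at base 1737827 in both libraries, a distance of -22 bp from plus to minus. Each read covers 40 bases inward from its 5′ end and the border pair spanned 31 bp, so reads of the strands overran each other. The strand profiles matched best at a shift of 30 bp for 5′ ends and of 0 bp for coverage. Coverage of both strands stayed at or above 0.5 of its maximum over 49 bp, from base 1737814 to 1737862, in both libraries. Reads of 40 bases that start at the border bases reach exactly these bases. The width of 49 bp is therefore set by the read length and the border spacing.

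**Figure D2:**
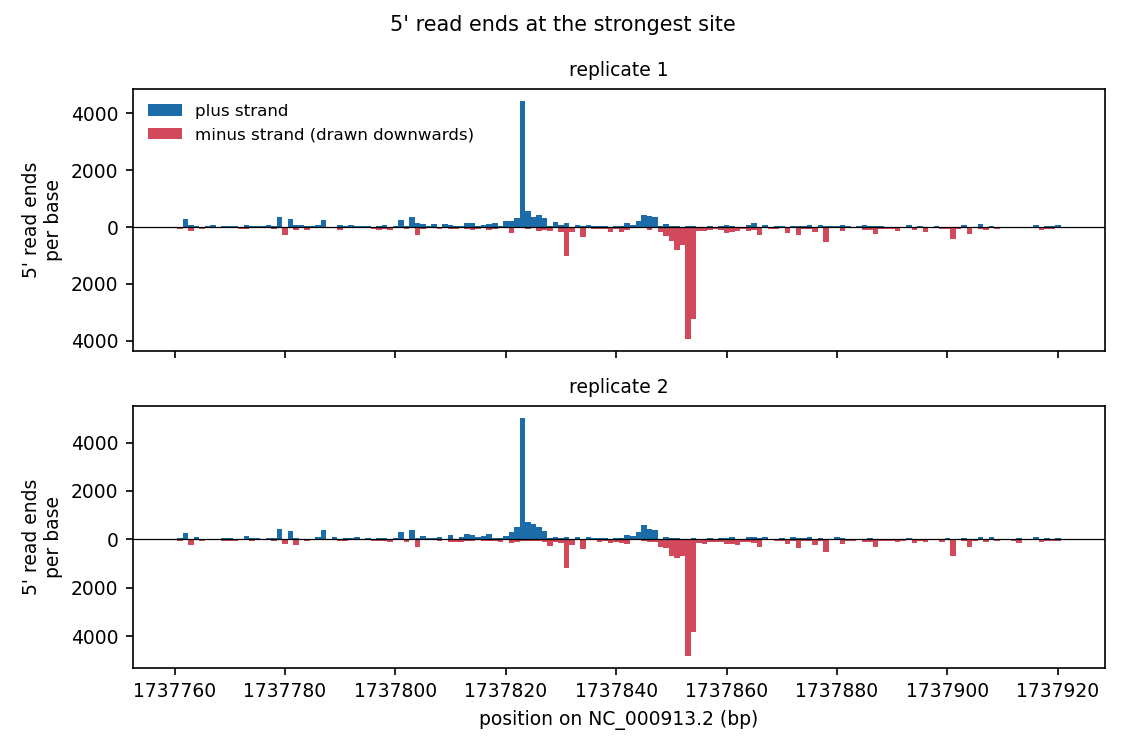
Number of 5′ ends per base on the plus strand (upwards) and the minus strand (downwards) at the punR-punC site in each replicate, against the position on NC_000913.2. The highest plus-strand bar is at base 1737823 and the highest minus-strand bar at base 1737853 in both libraries.

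The third comparison asked how many other regions carried signal. In both libraries together 244 regions were called at 4-fold or more, covering 3.85% of the chromosome and holding 32.9% of the reads of replicate 1 and 33.3% of replicate 2. Most were weak. The median fold in the lower library was 6.25, and 84 regions reached at least 8-fold, 39 at least 16-fold and 16 at least 32-fold in both libraries. These counts include the 7 regions of at least 5000 bp described below, whose folds in the lower library ran from 18.5 to 52.2. The 2 libraries shared 2810 called windows, against a median of 95 and a highest value of 1199 in 10000 rotations (one-sided permutation test, p = 0.0001, the smallest that these rotations can give). The mirror count of depleted windows was 5. Called anew, the count of regions was 750 at 2-fold, 143 with distinct 5′-end positions and 86 at 8-fold, where a region called at 4-fold could split into several. Of the 244 regions, 2 touched across the ends of the coordinate map, and joined on the circular chromosome they gave 243. Without a control library, a called region is enriched over its surroundings, and this is not a measure of PunR binding.

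The 25 strongest regions lay between 24.3-fold and 183.3-fold in the lower library. Some of them were regions of at least 5000 bp, described below. After the punR-punC region and the region at 3889001 to 3890050 came positions 1989501 to 1990500 with 81.0 ± 4.13-fold, 2815501 to 2817300 with 64.5 ± 4.58-fold, 3980101 to 3981100 with 62.0 ± 1.43-fold and 4602451 to 4604750 with 53.8 ± 1.74-fold (SD, n = 2). These regions differed in the shape of their signal. The region at 3889001 to 3890050 had sharp borders at bases 3889535 and 3889580 in replicate 1, with 11.9% of the plus-strand 5′ ends on the former. The region at 1989501 to 1990500 had no sharp border, and its highest plus-strand base held 2.23% and 1.96% of the 5′ ends in replicates 1 and 2, at different bases. Among the 25 strongest regions, paired borders were also found at 2561001 to 2561850, 1580651 to 1581650 and 1923501 to 1924350. The region at 2518651 to 2519650 had border bases that paired as well, but they held 1.35% to 1.85% of the 5′ ends of their strand.

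**Figure D3:**
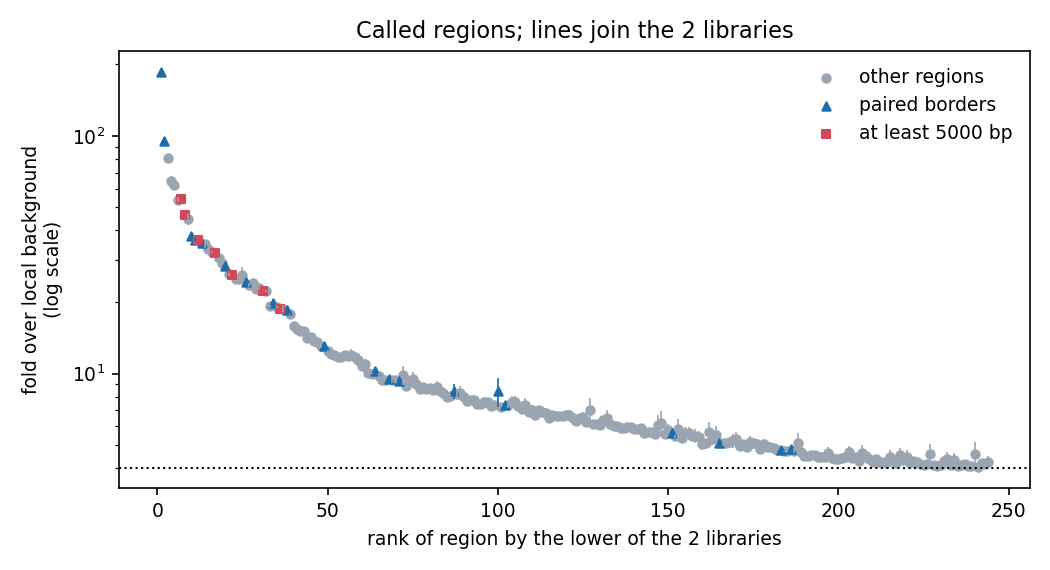
Fold over local background of the 244 called regions on a log axis, against their rank by the lower library, with points for the mean, lines joining the replicates and a dotted line at 4-fold, and with separate marks for regions with paired borders and of at least 5000 bp. The strongest region lies at 188.1-fold and 183.3-fold in replicates 1 and 2, and the next at 94.4-fold and 95.2-fold.

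Among the called regions, 7 were at least 5000 bp long, and reads on them lay mostly on the plus strand. They spanned 5650 to 6050 bp and held 16.3% of the reads of replicate 1 and 16.7% of replicate 2. The plus strand carried 79.1% to 92.6% of their reads (means of the libraries). Outside them the plus share was 50.7% in replicate 1 and 50.6% in replicate 2. The median over the 237 shorter regions was 50.1%, but 2 of these also reached the shares of the long regions. They were chosen after their values were seen and lay at 3581951 to 3582150, with 97.6% and 97.7% of reads on the plus strand, and at 3469001 to 3469200, with 89.6% and 85.7%. The regions at 2723651 to 2729650 and 3421151 to 3427200 had the highest plus-strand coverage, with means of 1760 and 1828 reads per base, and a median fold of 34.3 ± 2.50 and 30.9 ± 1.18 (SD, n = 2). In the other 5, which start at 223301, 3939351, 4033051, 4164201 and 4205701, the plus-strand coverage was 737 to 777 reads per base and the median fold 12.2 to 18.0. Plus-strand profiles correlated at r = 0.71 to 0.96 across bases in the 11 pairs of regions within these classes. In the 10 pairs between them r was 0.13 to 0.41. The classes had been formed by a limit on this same r, so the gap in r is largely fixed in advance. It is no separate support for the split by coverage. Without the 7 long regions 237 regions remained (236 when joined across the ends of the map), with a median length of 450 bp.

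**Figure D4:**
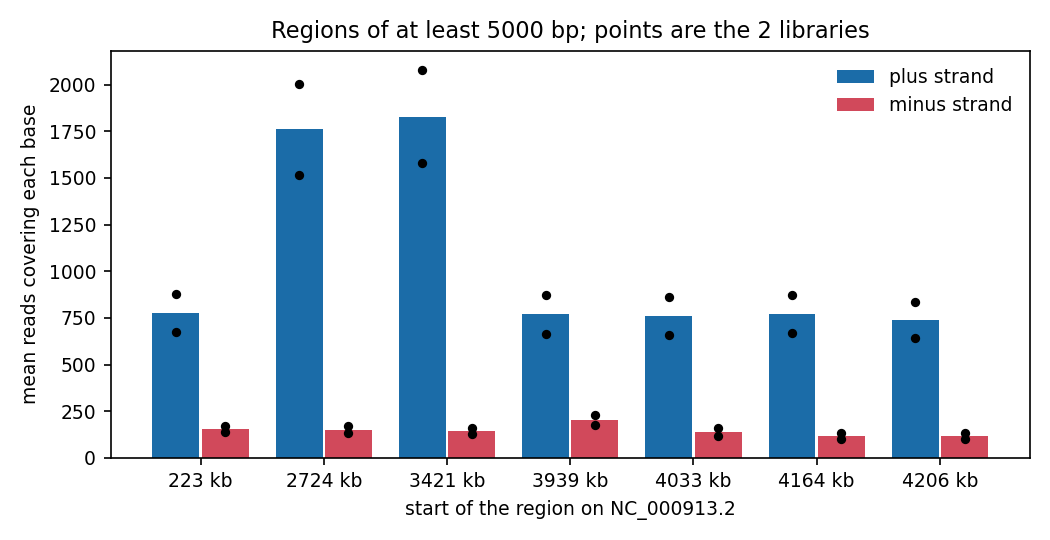
Mean coverage per base on the plus and minus strands in the 7 regions of at least 5000 bp, labelled by their start on NC_000913.2 in kb, with bars for the mean of the replicates and points for each. The regions starting at 2723651 and 3421151 have the highest plus-strand coverage, 1760 and 1828 reads per base, and in all 7 the plus strand is above the minus strand.

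The last comparison asked how far the libraries agreed. The regions at the top were nearly the same, with 97 of the 100 highest windows of each library shared. Over 23198 windows that did not overlap, the log2 fold correlated with Pearson's r = 0.883 and Spearman's rho = 0.789. Without the called windows r was 0.796 and rho 0.769. These are correlations across windows of one genome, which are not independent replicates. Among windows of at least 2-fold in either library the largest ratio between the libraries was at 2818001 to 2818200, with 0.57-fold from 92 reads in replicate 1 and 2.10-fold from 406 reads in replicate 2. The next were at 387801 to 388000 (0.88-fold and 2.25-fold), 3250001 to 3250200 (0.87-fold and 2.19-fold) and 208401 to 208600 (0.89-fold and 2.16-fold). The window at 506201 to 506400 was the one in which replicate 1 was higher, with 3.03-fold against 1.26-fold. None of these 5 windows reached 4-fold in either library.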

Values the study reported

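The study reported that PunR occupied a region of about 200 bp upstream of punC in the ChIP-exo experiment. It predicted a palindromic PunR site of 23 bp in the punR-punC intergenic region. In fluorescence polarization assays with 0.35 mM adenine, it calculated a binding constant of 27 nM for PunR and a DNA fragment of 36 bp that held this site.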

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

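Settings on 5′ ends, on distinct 5′-end positions, without the 7 long regions, on merging across the ends of the coordinate map and on the criteria for paired borders were chosen after seeing the data, and the others before. The punR-punC occupancy of 185.7-fold became 250.6-fold with the background of the whole genome, 266.5-fold with windows of 100 bp, 132.7-fold with windows of 400 bp, 180.1-fold with 5′ ends, 10.1-fold with distinct 5′-end positions and 1.01-fold with covered bases counted once. The punR-punC region had the highest window of the genome in the first 4 of these settings. Either library alone gave 183.3-fold to 188.1-fold. The 244 called regions became 750 at 2-fold, 86 at 8-fold, 143 with distinct 5′-end positions and 0 with covered bases counted once, and 255 to 267 with either library alone. The other settings gave 177 to 320 regions. The correlation of the libraries, 0.883, was 0.796 with windows of 100 bp, 0.936 with windows of 400 bp and 0.422 with covered bases counted once, and 0.872 to 0.900 in the other settings. The distance from the plus to the minus border was -22 bp by the highest coverage, -9.23 bp by centre of mass and 30 bp by 5′ ends. The change of sign follows from reads of 40 bases on a span of 31 bp, which alone does not give the exact -22 bp. All 26 regions tested by name (the 25 strongest and the one at 1735651 to 1736500) stayed at 4-fold or more in the other settings run, except with covered bases counted once, where none did because 99.0% and 99.3% of bases were covered. With either library alone this was fixed in advance, since regions were called at 4-fold or more in both libraries. The 26 regions were chosen mostly for their high fold, so this says nothing of the weaker regions. By distinct 5′-end positions the punR-punC region had rank 96 among windows. These positions were near their ceiling at the site, with 377 and 378 of 400 used, so that this setting says little of its rank. For the other values that moved, the cause was not tested. The motif scan and the occupancy of gene lists, with their planned settings, were not run. The 20 regions with paired borders became 12 when borders had to match to the base, 25 with spacings from 5 bp, and 21 and 23 in the other settings for them. No paired analysis was possible because there was only 1 group. In simulated data at the depth of these libraries, 4 of 50 regions planted at 4-fold and 50 of 50 planted at 8-fold were recovered, and other depths were not simulated. The planted fold was set against the median simulated read rate nearby, so a planted 4-fold is close to the limit but not exactly at it.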

Other observations

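The tests below were chosen after the patterns had been seen, except the one on the need for an untagged library. On the purR side of the break, the region at 1735651 to 1736500 reached 18.5 ± 0.78-fold over background (SD, n = 2). It was chosen after its values were seen. Its borders lay at bases 1736101 and 1736131 in replicate 1, 790 and 760 bp left of the break, and they were spaced 30 bp in replicate 1 and 31 bp in replicate 2. The purR gene is 1026 bp long in the gene table and shares 4 bp with the end of punR, so by these distances the pair lay inside purR. Only regions with borders within the length of purR left of the break were looked for, so this place follows from the choice. On the other side, a local maximum at base 1738601 in replicate 1 and 1738602 in replicate 2 lay 1710 and 1711 bp right of the break, inside punC by its length of 1212 bp. It was searched for only within that length and away from the start of punC, so its place inside punC follows from the search. This maximum, also chosen after its values were seen, had 12.6-fold and 13.6-fold occupancy, and its borders were spaced 9 bp in both libraries, with 106 and 138 reads on the plus-strand base.

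Paired borders were found in 20 of the 237 regions shorter than 5000 bp. In 11 of them the borders were spaced 27 to 32 bp, with folds from 4.80 to 185.7, and in 7 they were spaced 43 to 45 bp, with folds from 4.75 to 94.8. The remaining 2 were spaced 12 and 13 bp. The lower limit of 10 bp left out 5 regions with the same borders in both libraries, spaced 6 to 10 bp, with folds from 4.39 to 8.62. In 18 of the 20 regions each border base held at least 4% of the 5′ ends of its strand in both libraries. Regions of the wider class included those at 3889001 to 3890050, 2561001 to 2561850 and 296101 to 296850. The last of these, outside the rule for named regions, reached 24.2 ± 0.51-fold (SD, n = 2) and had 24.5% and 27.3% of the plus-strand 5′ ends on base 296416.

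The background coverage varied along the chromosome. In the medians of bins of 100 kb, a log2 coverage falling evenly on both sides of one point fitted best with its maximum at 3.95 Mb in replicate 1 and 3.96 Mb in replicate 2, with a ratio of maximum to minimum of 1.48 and 1.49 and an R² of 0.458 and 0.465. The highest bin was 1.94 and 1.98 times the lowest. The fold over the local background removes most of such a trend.

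The width of the punR-punC signal at 0.5 of its maximal coverage was 49 bp, and at 4-fold or more the region spanned 2900 bp. The extent quoted from the study above was given without a stated limit, so these widths are not the same measure and no direction was drawn.

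The first pattern was the excess of plus-strand reads in the 7 long regions, which held 90.8% and 92.2% of the whole plus-strand excess. A hypothesis is that the long regions are the rRNA operons, of which the gene table lists 7, 2 of them with the genes in the opposite order, and at 7 of 7 places along the chromosome the profile class matched the gene order. If so, an asymmetry that follows the direction of transcription would, on its own, turn over between the classes. But 7 of 7 regions had a plus share above 50% in both libraries, which argues against it as the only source of the excess. Placement on the plus strand of reads that match several copies may explain it, since it would concentrate reads on 2 copies against 5, and plus-strand coverage was 2.35 times as high in the 2 regions as in the 5 while minus-strand coverage was 1.04 and 1.01 times as high. If so, reads at these regions cannot be assigned to a single operon, and the 2 shorter regions with a like plus share were not part of these tests.

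The second pattern was the break beside the strongest region. Insertion of the tag at the 3′ end of punR may explain it, and the centre of the border pair lay 947 bp from the break, between the 933 bp of punR and the 1045 bp of punR with the spacer. The same distance was used to name the region, so it is no independent support. A chance gap in read ends stays open too, because the break was picked for the coverage at its flanks, which summed to 251.3 over the libraries against 92.6 for the next break outside the long regions. A break with more coverage, 3780, lay inside the long region at 3421151 to 3427200 and stays unexplained.

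The third pattern was the set of regions with paired borders. Copies of single fragments made by PCR stay open as a source, since with as many reads on the border bases too few windows under 2-fold were left to compare. At 20 to 29 reads on the weakest border base 2.27% of 88 regions had the same borders in both libraries against 0.60% of 335 such windows. At 30 or more but fewer than 100 reads the counts were 13 of 115 regions and 5 of 11 windows. At 100 or more reads 12 of 20 regions had the same borders, with 0 windows to compare. One protein footprint of about 30 bp in all of them is argued against, since 7 regions had borders more than 40 bp apart in both libraries. Signal that does not depend on tagged PunR, such as other proteins carried along in the pull-down, cannot be told apart from PunR because 0 untagged control libraries were used here.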
